A study of Mus musculus with 4 samples.

How the data were processed

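The material was Kit-positive mouse bone marrow carrying the CD45.2 allele, sampled 10 weeks after transplantation, per the labels. Each of 4 groups had 1 library: control, Mll3-deleted, Mll4-deleted and Mll3/4-deleted. Cells were stained with barcoded antibodies and processed with the 10x Genomics 3′ version 3.1 chemistry and a feature barcode kit, per the labels' protocols. The deposited matrices hold UMI counts made with cellranger 6.1.2, per the file headers, with no normalization. They cover 32285 gene features and 15 antibody features, of which 13 are surface antibodies and 2 are hashtags. The genome build, the annotation release and the settings for calling cells are not stated in the labels or headers. Of the 32285 gene identifiers, 32235 occur in GENCODE M21 on GRCm38, and positions printed for genes come from that annotation. Gene symbols are those of the deposited feature lists. The labels do not say what each hashtag marks.

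Barcodes were kept with at least 500 detected genes, at least 1000 gene UMIs and at most 10% mitochondrial UMIs. Doublets were scored per library with Scrublet as implemented in scanpy 1.11.5, with an expected rate of 0.06. The highest scores were removed at 0.8% per 1000 barcodes, which took out 8.0% of the control cells, 7.59% in the Mll3-labelled library, 5.3% in the Mll4-labelled library and 6.63% in the Mll3/4-labelled library. The automatic threshold of Scrublet called 0.054% of the Mll3/4-labelled cells doublets. Cells above the thresholds of both hashtags made up 3.1% of that library, so the automatic threshold did not work there and was used only as an alternative. Of the cells positive for both hashtags, the score removed 59.4% in control, 63.5% in the Mll3-labelled library, 34.0% in the Mll4-labelled library and 41.7% in the Mll3/4-labelled library. Such cells made up 3.55% of control, 5.66% of the Mll3-labelled library and 6.66% of the Mll4-labelled library. The doublet rates implied by the hashtags were 11.46% and 13.35% in the last 2, above the 7.59% and 5.3% removed. Doublets may therefore remain among their kept cells.

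The kept cells of the 4 libraries were clustered together. Counts were scaled to 10000 UMIs per cell and log-transformed, 2000 variable genes were chosen across libraries, and Xist, Y-linked and mitochondrial genes were left out. Scaled values were capped at 10, and 30 principal components, 15 neighbours and Leiden clustering at resolution 1 with seed 0 followed. Clusters were named from fixed markers of 12 classes. The class with the highest mean standardised marker level was taken among classes with at least 3 markers detected in at least 10% of the cells of the cluster. A cluster stayed unnamed where the 10 genes with the highest fold held more markers of another class, or where its median UMI count was low and none of its own markers was among those 10. Folds were taken over the control cells outside the cluster.

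This naming rule was changed after class shares had been seen. At first the fold was taken over all cells outside the cluster, and the class with the highest score was chosen before its detected markers were counted. Under that rule all B-cell progenitor-like cells of the control library but 1 stayed unnamed, since the 10 leading genes of their clusters held more markers of another class, or held none of their own in a cluster with a low UMI count. The rule tried first is kept as an alternative, and its values are given with the other alternatives.

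The marker genes, the gene lists, the comparisons and most alternatives were chosen before the data were examined. The 10 gene lists were HSC identity, myeloid identity, B-cell priming, erythroid identity, megakaryocyte identity, interferon response, MHC class II, S phase, G2/M phase and immediate early. All 157 list genes and all 95 marker genes were found in the deposited feature lists. The lists and the markers share genes, so that classes and lists are not independent of each other. Counts were summed over the cells of a library, or of a class in a library, and given as CPM, the usual scaling of UMI counts to a common library total. The value of a list was the median log2 ratio of its members with at least 20 counts in either library, with a pseudocount of 1 CPM. Its percentile was taken among 10000 random lists of the same size matched on mean expression. Ratios for Kmt2c and Kmt2d have no pseudocount. The Mll3/4-labelled library was also compared with the sum of the log2 ratios of the Mll3- and Mll4-labelled libraries. For a list this difference was taken for each member and the median over members is given. Counts were not corrected for free RNA. Ratios of Kmt2c and Kmt2d within a class were taken with at least 20 counts in both libraries.

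Antibody thresholds were the crossing point of a 2-component Gaussian mixture fitted to log10 of the count plus 1 in the control library. Thresholds under 5 counts were not used, which left out CD201, CD127 and CD135. The named genes were, for each library against control, the 5 with the largest rise and the 5 with the largest fall in log2 ratio among genes with at least 50 CPM in either library. Xist, Y-linked genes and mitochondrial genes were excluded from that choice. It was made in all kept cells and in HSC/MPP-like cells. The B-cell progenitor-like class was added after the data had been seen, since it held most of the Mll3/4-labelled library.

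With 1 library per group there are no replicates. No test and no p-value was computed, and cells were not treated as replicates. Intervals are 95% intervals: exact Poisson for CPM, exact conditional binomial for ratios of counts, exact Clopper-Pearson for shares of cells, and 400 Poisson redraws of the counts for list medians. Intervals for ratios of shares are approximate, from the root of the summed squares of the Clopper-Pearson widths. For shares, differences from the sum combined the ratios in the same way. This treats the ratios as independent and counts their common control more than once. These intervals cover counting error only and say nothing about variation between animals. A class count under 3 cells was set to 3 before a ratio was taken.

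The summed-count statistics were tested on simulated data with 200 changed genes. Counts were Poisson draws from the control profile, and large changes were placed in expressed genes, so the right sign was easy to reach. The simulation had no variation between libraries and no change in the mix of classes. Its results thus cover counting error only. All 200, that is 100.0%, had the right sign in each of the 5 simulated comparisons, drawn over 19649 genes for all cells and 16796 genes for HSC/MPP-like cells. Intervals of unchanged genes covered the true ratio in 94.8% of genes for the Mll4-labelled library in all cells and in 96.8% for the Mll3-labelled library in all cells, with the other comparisons between these. Of 200 unchanged lists, 93.5% in the Mll3-labelled library and 96.0% in the Mll3/4-labelled library, both in all cells, fell in the central 95% of the random lists.

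The alternatives varied the cell filter, the doublet removal, the Leiden resolution, the number of variable genes, the depth, the centring of libraries, the genes used for clustering and the seed. For lists and genes they varied the scaling, the minimum count, the pseudocount, the weighting of cells and the class, and for antibodies the scale and the threshold. Values within HSC/MPP-like and granulocyte progenitor-like cells of the Mll3/4-labelled library are left out because they rest on 13 and 10 cells. Lists other than the HSC identity, myeloid identity and B-cell priming lists are given for all kept cells, and for the B-cell progenitor-like cells of the Mll3/4-labelled library without alternatives. The S phase and G2/M phase lists are also given within HSC/MPP-like cells of the Mll4-labelled library, without alternatives. In the clustering reported, no cluster was named lymphoid-primed, dendritic cell-like or eosinophil-like, so no comparison was made within a lymphoid-primed class. Several of the alternatives named a dendritic cell-like cluster. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, anndata 0.12.19 and matplotlib 3.10.9.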

Results

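Gene expression and surface antibodies were measured together in single Kit-positive mouse bone marrow cells, 10 weeks after transplantation. There were 4 groups with 1 library each: control, Mll3-deleted, Mll4-deleted and Mll3/4-deleted. Mll3 and Mll4 are the proteins encoded by Kmt2c and Kmt2d, a related pair of histone methyltransferases. There are no replicates, so every interval below covers counting error only, and each comparison is between libraries and not between conditions. The deposited counts covered 10001 barcodes and 174795636 gene UMIs in control, 9491 barcodes and 161119914 gene UMIs in the Mll3-deleted library, 6622 barcodes and 36413830 gene UMIs in the Mll4-deleted library, and 8284 barcodes and 86721050 gene UMIs in the Mll3/4-deleted library. After filtering and doublet removal, 7146, 5860, 5350 and 6917 cells were kept in that order. The median kept cell had 15754 UMIs in control, 16963.5 in the Mll3-deleted library, 5142 in the Mll4-deleted library and 9965 in the Mll3/4-deleted library. The filter removed 22.3% of control barcodes, 33.2% in the Mll3-deleted library, 14.7% in the Mll4-deleted library and 10.6% in the Mll3/4-deleted library.

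The targeted genes were examined first, as a check of the labels. Kmt2c (ENSMUSG00000038056) lies on chromosome 5 from 25271798 to 25498783, and Kmt2d (ENSMUSG00000048154) on chromosome 15 from 98831669 to 98871204, in GENCODE M21 on GRCm38. Over all kept cells, Kmt2c was at 47.9 CPM in control (95% interval 46.9 to 49.1), 27.2 CPM in the Mll3-deleted library (26.3 to 28.1), 59.2 CPM in the Mll4-deleted library (56.6 to 61.8) and 34.8 CPM in the Mll3/4-deleted library (33.5 to 36.1). Kmt2d was at 25.8 CPM in control (25.0 to 26.6), 21.6 CPM in the Mll3-deleted library (20.8 to 22.4), 25.0 CPM in the Mll4-deleted library (23.3 to 26.8) and 24.7 CPM in the Mll3/4-deleted library (23.7 to 25.9). The log2 ratio to control for Kmt2c was -0.82 in the Mll3-deleted library and -0.46 in the Mll3/4-deleted library. For Kmt2d it was -0.04 in the Mll4-deleted library (-0.15 to 0.07) and -0.06 in the Mll3/4-deleted library (-0.14 to 0.02), so no fall was detectable over all cells at this depth. Kmt2d fell further, by 0.25 on the log2 scale, in the Mll3-deleted library. Because Kmt2d does not fall with the labels, the libraries are called Mll3-labelled, Mll4-labelled and Mll3/4-labelled from here on, and every direction drawn for Mll4 rests on its label. The Mll4-labelled library also differs from the other 3 in sex by its transcripts, with Xist at 0.519 CPM against 989.9 CPM in control, so sex cannot be separated from the deletion there. A 3′ count need not fall when an exon upstream is deleted.

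Within classes of cells the same ratios differed. Among classes with at least 20 counts in both libraries, the one that moved Kmt2d most in the Mll4-labelled library was the megakaryocyte-like class, with a log2 ratio of -0.62. In B-cell progenitor-like cells, which fall under that minimum, Kmt2d was at 16.6 CPM (6 counts, 6.105 to 36.2 CPM) in the Mll4-labelled library. Kmt2c in the Mll4-labelled library changed direction, from 0.30 over all cells to -0.29 within HSC/MPP-like cells. In B-cell progenitor-like cells, Kmt2d was at 40.4 CPM in control, 26.5 CPM in the Mll3-labelled library and 24.7 CPM in the Mll3/4-labelled library, and the log2 ratios were -0.61 and -0.71. Kmt2c in the same cells had a log2 ratio of -0.59 in the Mll3-labelled library and -0.40 in the Mll3/4-labelled library. Among the untargeted relatives and partners over all cells, Kmt2a was at 91.6 CPM in control and 176.8 CPM in the Mll3/4-labelled library, and Kdm6a was at 33.4 CPM and 51.8 CPM. Within B-cell progenitor-like cells Kmt2a went the other way, from 223.5 CPM (207.5 to 240.4) to 178.7 CPM (175.7 to 181.7). Kdm6a was at 57.6 CPM (49.7 to 66.5) and 51.9 CPM (50.3 to 53.5) there, with overlapping intervals, so no direction was shown for it. Over all cells Kmt2b was at 33.5 CPM in control and 36.4 CPM in the Mll3/4-labelled library, and Setd1b at 35.5 and 37.6 CPM.

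**Figure D1:**
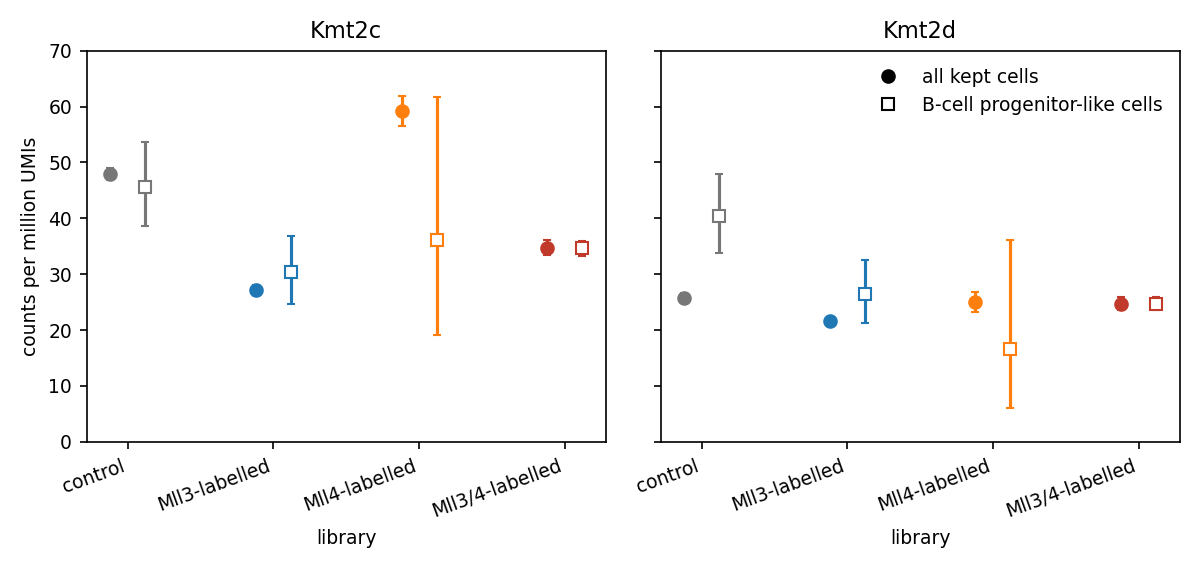
UMI counts of Kmt2c and Kmt2d in CPM (vertical axis) in each of the 4 libraries (horizontal axis), for all kept cells (filled circles) and B-cell progenitor-like cells (open squares), with exact Poisson 95% intervals. Kmt2c over all cells was at 27.2 CPM in the Mll3-labelled library against 47.9 CPM in control, and Kmt2d over all cells was at 25.0 CPM in the Mll4-labelled library against 25.8 CPM in control.

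The makeup of the Kit-positive cells bears on whether the pair of genes maintains stem cell and myeloid fate and restrains the B-cell fate. B-cell progenitor-like cells made up 98.7% of the Mll3/4-labelled library (6830 of 6917 cells, 98.5 to 99.0%). They made up 6.86% of control (6.28 to 7.47%), 8.77% of the Mll3-labelled library (8.06 to 9.52%) and 2.75% of the Mll4-labelled library (2.33 to 3.22%). Almost all of these cells in the Mll3/4-labelled library lay in 4 clusters with 2948, 315, 2258 and 1306 cells, to which that library gave 2947, 315, 2256 and 1306. Those clusters may therefore be read by library as well as by cell type. HSC/MPP-like cells made up 19.9% of control (19.0 to 20.8%), 17.2% of the Mll3-labelled library (16.2 to 18.2%), 6.56% of the Mll4-labelled library (5.91 to 7.26%) and 0.188% of the Mll3/4-labelled library (13 cells, 0.1001 to 0.3212%). Granulocyte progenitor-like, neutrophil-like and monocyte/macrophage progenitor-like cells together made up 36.8% of control (35.7 to 37.9%), 31.2% of the Mll3-labelled library (29.98 to 32.4%), 65.2% of the Mll4-labelled library (63.9 to 66.5%) and 0.549% of the Mll3/4-labelled library (0.389 to 0.753%).

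As log2 ratios to control, the B-cell progenitor-like share changed by 0.36 (0.18 to 0.53) in the Mll3-labelled library, -1.32 (-1.59 to -1.06) in the Mll4-labelled library and 3.85 (3.72 to 3.97) in the Mll3/4-labelled library. The first of these rests on a cluster led by Igkc and Ms4a1, which took 145 of its 168 cells from the Mll3-labelled library. With that cluster counted as unnamed, an alternative chosen after seeing the data, the ratio was -0.066 (-0.26 to 0.13). The alternative that moved the value of the Mll3/4-labelled library most was a rule for naming clusters that was dropped after its output had been seen. It named 1 control cell B-cell progenitor-like, and with that count set to 3 the value was 11.20. Thinning each cell to 2000 UMIs left a cluster of 3873 cells unnamed and gave 2.76. The HSC/MPP-like share changed by -0.21 (-0.32 to -0.10), -1.60 (-1.77 to -1.44) and -6.73 (-7.64 to -5.95) in the same order. The boundary of that class moved with the clustering: another random seed turned the ratio of the Mll3-labelled library to 0.0078. The myeloid share changed by -0.24 (-0.31 to -0.17), 0.83 (0.77 to 0.88) and -6.07 (-6.57 to -5.61). Granulocyte progenitor-like cells, a part of that share, went against it in the Mll3- and Mll4-labelled libraries. Their share was 6.76% in control (6.19 to 7.37%) and 9.30% in the Mll3-labelled library (8.57 to 10.1%). It was 4.62% in the Mll4-labelled library (4.07 to 5.21%) and 0.145% in the Mll3/4-labelled library.

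Neutrophil-like cells made up 50.2% of the Mll4-labelled library (48.9 to 51.6%), against 24.9% of control (23.9 to 26.0%), 17.4% of the Mll3-labelled library (16.5 to 18.4%) and 0.347% of the Mll3/4-labelled library (0.222 to 0.516%). Monocyte/macrophage progenitor-like cells made up 10.4% of the Mll4-labelled library (9.59 to 11.2%) and 5.11% of control (4.61 to 5.64%). Most neutrophil-like cells of the Mll4-labelled library lay in 2 clusters, which took 1920 of 1985 and 714 of 875 cells from it. Erythroid progenitor-like cells made up 23.5% of control, 28.4% of the Mll3-labelled library, 9.66% of the Mll4-labelled library and 0.0289% of the Mll3/4-labelled library (2 cells, 0.0035 to 0.104%). Megakaryocyte-like cells made up 10.4%, 11.2%, 8.19% and 0.0867% of the libraries in that order. Basophil/mast-like cells made up 1.57% of control and 4.598% of the Mll4-labelled library. T/NK/innate lymphoid-like cells made up 0.275% of the Mll3/4-labelled library and 0.6997% of control. Cells in clusters without a name made up 0.280% of control, 1.71% of the Mll3-labelled library, 2.13% of the Mll4-labelled library and 0.0289% of the Mll3/4-labelled library. One of the unnamed clusters, led by Cd74 and MHC class II genes, took 107 of its 119 cells from the Mll4-labelled library.

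**Figure D2:**
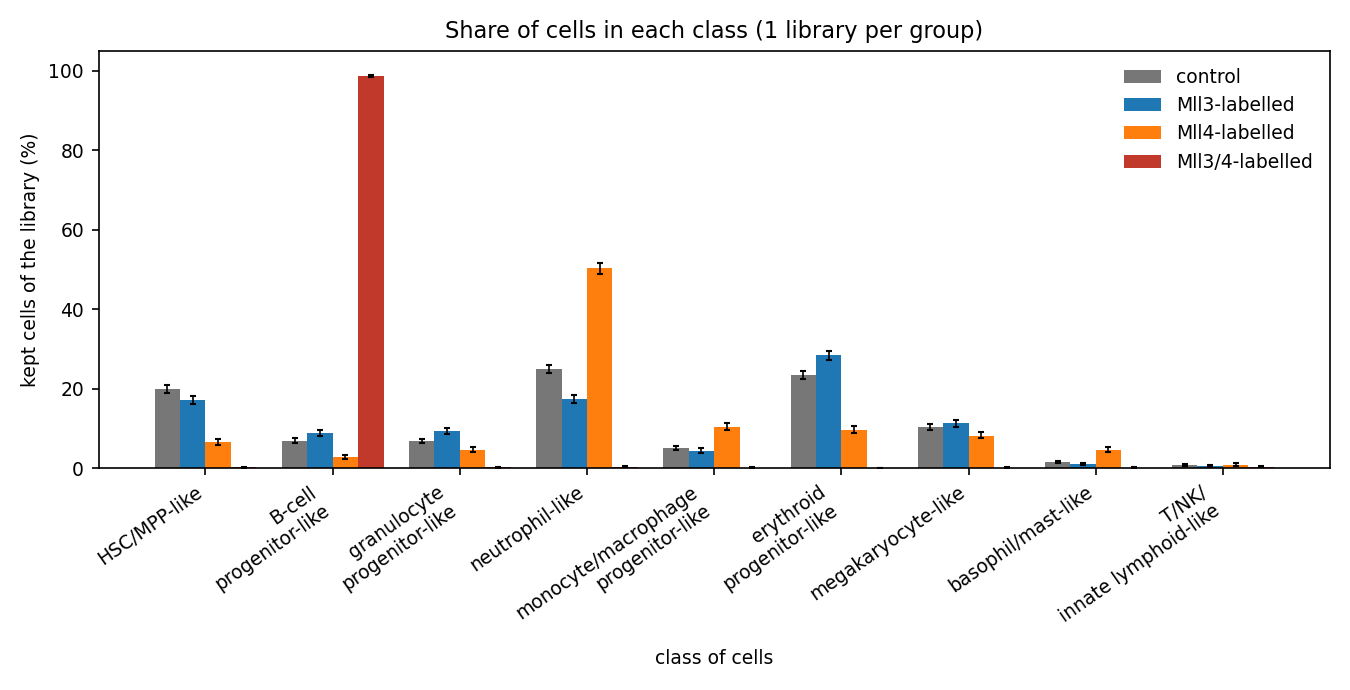
Share of the kept cells of each library in each class of cells (vertical axis, percent, from 0), with exact Clopper-Pearson 95% intervals, for the 4 libraries. B-cell progenitor-like cells made up 98.7% of the Mll3/4-labelled library, and neutrophil-like cells 50.2% of the Mll4-labelled library.

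The series title asks whether the pair of genes is redundant, which a comparison of the Mll3/4-labelled library with the sum of the other log2 ratios addresses. The log2 ratio of the Mll3/4-labelled library minus that sum was 4.81 for the B-cell progenitor-like share (4.47 to 5.16), -4.92 for the HSC/MPP-like share (-5.85 to -3.98) and -6.65 for the myeloid share (-7.16 to -6.14). The same difference was taken for each list member over all cells, and its median over the list was -1.06 for HSC identity (-1.20 to -0.83), -4.09 for myeloid identity (-4.18 to -3.96) and 6.01 for B-cell priming (5.93 to 6.11). Centring each gene within its library left 0 HSC/MPP-like cells in the Mll3/4-labelled library and few in the Mll4-labelled library, and the difference for that class became -0.94 with the count set to 3. These differences rest on the label of the Mll4-labelled library, and shares that sum to a whole cannot change independently.

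Gene lists were compared over all kept cells. The B-cell priming list had a median log2 ratio to control of 0.0030 (-0.04 to 0.04) in the Mll3-labelled library, -0.70 (-0.80 to -0.61) in the Mll4-labelled library and 5.07 (5.04 to 5.09) in the Mll3/4-labelled library. In the last, 19 of 20 members were higher and the list lay above all 10000 random lists of matched expression. The alternative that moved this value most averaged each cell's share of UMIs, which gave 3.27. Ebf1 rose from 56.3 to 1812 CPM, Pax5 from 5.45 to 360.0 CPM, and Rag1 from 7.10 to 379.4 CPM. The myeloid identity list had a median of -0.30 (-0.32 to -0.27), 0.86 (0.85 to 0.88) and -3.53 (-3.63 to -3.46) in the 3 libraries, below, above and below all random lists. The HSC identity list had a median of -0.0073 (-0.06 to 0.04), -0.34 (-0.40 to -0.20) and -1.005 (-1.14 to -0.89), at percentiles 83.0, 0.38 and 0.01. Its members moved apart in the Mll3/4-labelled library. There, 14 of 20 fell, among them Vwf by 2.87, while Eya1 rose by 4.64, Cdkn1c by 2.24 and Hoxa9 by 1.67.

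The other lists are descriptive. In the Mll3/4-labelled library the erythroid identity list had a median of -4.89, the megakaryocyte identity list -2.44, the interferon response list 1.06, the MHC class II list 0.09, the S phase list -0.50, the G2/M phase list -0.09 and the immediate early list 0.25. The interferon response list lay above all random lists and the erythroid and megakaryocyte identity lists below all of them. The other percentiles were 54.9, 3.84, 49.2 and 87.9. In the Mll4-labelled library the medians in the same order were -0.92, 0.09, 0.15, 2.21, 0.16, 0.36 and 0.46. The erythroid identity list lay below all random lists and the MHC class II list above all of them, and the other percentiles were 64.3, 68.0, 91.7, 98.7 and 98.6. In the Mll3-labelled library they were 0.16, -0.35, -0.0036, 0.13, 0.02, 0.02 and -0.33. The erythroid identity list lay above all random lists, the megakaryocyte identity and immediate early lists lay below all of them, and the other percentiles were 86.0, 99.8, 51.1 and 69.9. The direction of the MHC class II and immediate early lists in the Mll3/4-labelled library, of the megakaryocyte identity and interferon response lists in the Mll4-labelled library and of the MHC class II list in the Mll3-labelled library flipped under at least 1 alternative. The interferon response (-0.05 to 0.08) and S phase (-0.004 to 0.04) lists of the Mll3-labelled library gave no direction by their intervals.

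**Figure D3:**
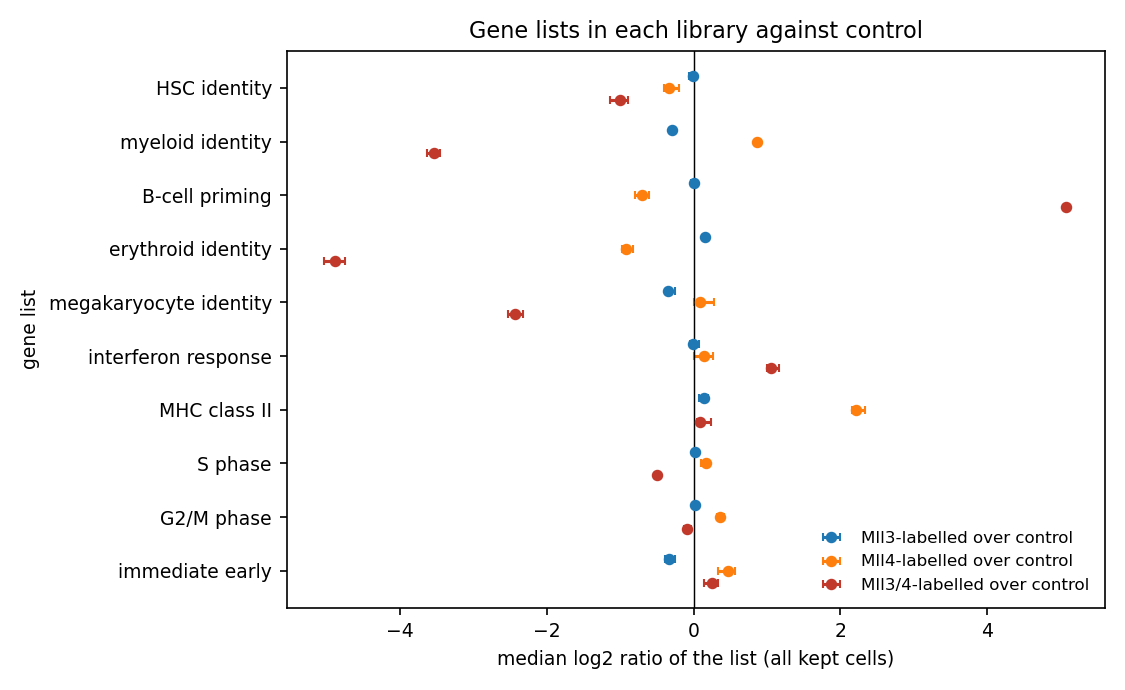
Median log2 ratio to control over all kept cells (horizontal axis) of the 10 gene lists (vertical axis) in the Mll3-, Mll4- and Mll3/4-labelled libraries, with 95% intervals from Poisson redraws. In the Mll3/4-labelled library the B-cell priming list had a median of 5.07 and the myeloid identity list a median of -3.53.

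Within HSC/MPP-like cells the lists could be compared for the Mll3- and Mll4-labelled libraries, with 1422 cells in control, 1008 and 351. In the Mll3-labelled library the HSC identity list had a median log2 ratio of 0.11 (0.03 to 0.27), the myeloid identity list -0.10 (-0.17 to -0.01) and the B-cell priming list 0.13 (0.0049 to 0.28). In the Mll4-labelled library they were -0.28 (-0.44 to -0.08), 0.02 (-0.16 to 0.13) and -0.30 (-0.58 to -0.12). The median over all genes in that comparison was 0.14 in CPM and -0.06 after trimmed mean scaling, and matched random lists had medians of 0.11, 0.14 and 0.03. Against these, the 3 lists lay at percentiles 0.27, 17.5 and 4.81. The class joined a cluster of 2066 cells and a cluster of 728 cells. The smaller gave 294 cells in control, 268 in the Mll3-labelled library and 163 in the Mll4-labelled library. The larger gave 1128, 740 and 188. In the Mll4-labelled library the G2/M phase list was at 0.76 (0.68 to 0.82) and the S phase list at 0.49 (0.39 to 0.63). A different mix of these clusters and a change within the cells cannot be told apart by these medians. The HSC identity list of the Mll4-labelled library changed direction to 0.02 at Leiden resolution 2. That of the Mll3-labelled library changed direction to -0.02 with a minimum of 100 counts, which also turned its B-cell priming list to -0.03. The myeloid identity list of the Mll4-labelled library changed to -0.18 after trimmed mean scaling, which also moved the all-gene median from 0.14 to -0.06. Of the 6 medians, only those of the myeloid identity list in the Mll3-labelled library and the B-cell priming list in the Mll4-labelled library kept their direction under every alternative that was run.

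In granulocyte progenitor-like cells, with 483 cells in control, 545 in the Mll3-labelled library and 247 in the Mll4-labelled library, the myeloid identity list had a median of -0.16 (-0.21 to -0.09) in the Mll3-labelled library and 0.09 (-0.02 to 0.21) in the Mll4-labelled library. The all-gene median of the latter was 0.25 in CPM and -0.05 after trimmed mean scaling, and its matched random lists had a median of 0.10. The HSC identity list there had a median of -0.14 (-0.41 to 0.14) and -0.77 (-0.90 to -0.35), over 9 and 8 members, and the B-cell priming list -0.12 (-0.37 to 0.12) and -0.33 (-0.75 to 0.03).

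The B-cell progenitor-like class was compared after the data had been seen. The control had 490 such cells and the Mll3/4-labelled library 6830. The B-cell priming list had a median log2 ratio of -0.19 (-0.24 to -0.12) in the Mll3/4-labelled library, at percentile 7.34. This ratio is relative to all UMIs of those cells and is not a level per cell. The HSC identity list had a median of 0.24 (0.03 to 0.92), at percentile 91.2, with 8 of 13 measured members higher. Its direction was opposite to that over all cells, and it reversed without doublet removal. The myeloid identity list had a median of -3.26 (-3.41 to -3.10) over 16 members, which all fell. Counts were not corrected for free RNA, which may contribute to the control level of this list. The S phase list had a median of -0.68 (-0.76 to -0.52), the G2/M phase list -0.67 (-0.73 to -0.58), the MHC class II list -1.63 (-1.96 to -1.17) and the immediate early list -0.79 (-0.95 to -0.66), the last 2 opposite to their medians over all cells. The erythroid identity list had a median of -0.58, the megakaryocyte identity list -0.69 and the interferon response list 0.29, and alternatives were not run for these lists within the class. The all-gene median of this comparison was 0.02 in CPM and 0.12 after trimmed mean scaling.

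Surface antibodies were measured in the same cells. CD117, the protein product of Kit, was above its threshold in 58.3% of control cells (57.1 to 59.4%), 65.3% in the Mll3-labelled library, 44.5% in the Mll4-labelled library and 80.0% in the Mll3/4-labelled library (79.1 to 81.0%). CD34 was above its threshold in 25.5% of control cells and 0.448% of the Mll3/4-labelled cells, and CD11b in 26.6% and 0.549%. CD11b was above its threshold in 52.3% of the Mll4-labelled cells. On B-cell progenitor-like cells the median counts in control and the Mll3/4-labelled library were 55.0 and 256.0 for CD117, 1026 and 26.0 for CD48, and 197.0 and 13 for B220. HSC/MPP-like cells of control, which should lack B220, had a median of 4.0 counts of that antibody. Neutrophil-like cells had a median of 9.0 B220 counts in the Mll3/4-labelled library (24 cells) and 5.0 in control. Much of the B220 median of 13 in the Mll3/4-labelled library may thus be background.

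**Figure D4:**
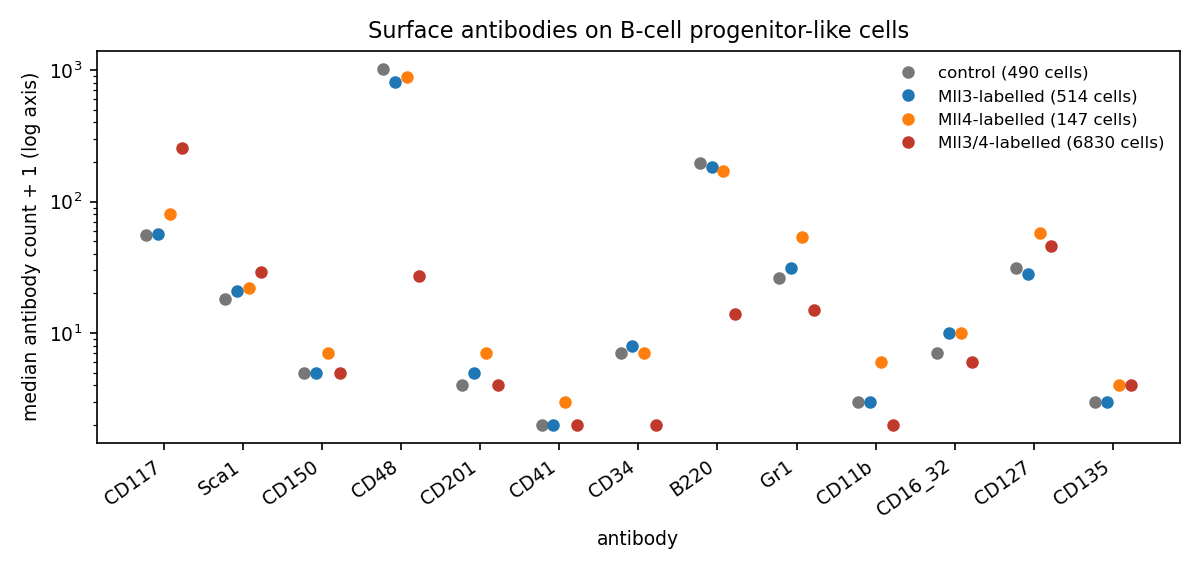
Median count plus 1 (vertical axis, log scale) of each of the 13 surface antibodies (horizontal axis) on the B-cell progenitor-like cells of the 4 libraries. CD117 had a median of 256.0 counts in the Mll3/4-labelled library and 55.0 in control, and CD48 medians of 26.0 and 1026 counts.

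Cells positive for Sca-1 and CD150 and negative for CD48, a surface definition used for stem cells, made up 3.85% of control (3.41 to 4.32%), 5.36% of the Mll3-labelled library (4.80 to 5.97%), 1.79% of the Mll4-labelled library (1.46 to 2.19%) and 3.12% of the Mll3/4-labelled library (2.73 to 3.56%). Of the 216 such cells in the Mll3/4-labelled library, 211 were B-cell progenitor-like and 3 were HSC/MPP-like, against 0 and 200 of 275 in control. The log2 ratio to control was -0.30 in the Mll3/4-labelled library and became 2.21 when counts were scaled per 1000 antibody counts of the cell.

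The genes with the largest changes over all kept cells in the Mll3/4-labelled library were Gria2, at 549.9 CPM against 0.404 CPM in control, then Prlr, Rnase12, Enpep and Rnase10, with log2 ratios from 8.62 to 7.18. The largest falls were those of Car1, at 7.06 CPM against 1448 CPM, then Pf4, Ermap, Apoe and Gm15915, from -7.49 to -6.103. In the Mll4-labelled library Cma1, Cd74, H2-Eb1, H2-Aa and Mmp8 rose, from 5.03 to 3.07, and Gm47283, Apoe, Bex4, Blvrb and Vpreb1 fell, from -3.29 to -1.81. In the Mll3-labelled library Pttg1, Hist1h2ap, Gm10076, Gstp1 and Polr2l rose, from 1.94 to 1.02, and S100a6, Rps27rt, Ifitm6, Nrgn and Cyfip2 fell, from -1.59 to -1.04. Over all cells these values follow the mix of classes as well as changes within a class. Hist1h2ap, Gm10076, Gm47283, Gm15915, Gstp1 and Rps27rt belong to families or have names of near-identical copies that counting may split, and are uncertain.

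Within HSC/MPP-like cells, Hist1h2ap, Gm10076, Pttg1, Cenpv and Elane rose in the Mll3-labelled library, from 1.86 to 0.95. Rps27rt, Gm2a, Nrgn, Fyb and Wdr89 fell, from -1.41 to -0.99. In the Mll4-labelled library Gm10076, Hist1h2ap, Hist1h2br, Hist2h2aa1 and Slc16a11 rose, from 2.90 to 2.23, and Apoe, Gm47283, Gm2a, S100a6 and Ifitm1 fell, from -3.30 to -1.46. The histone genes among them are uncertain for the same reason. The different mix of clusters in this class may also move the values of the Mll4-labelled library. Within B-cell progenitor-like cells, a comparison added after the data had been seen, Epha5 was at 151.5 CPM in the Mll3/4-labelled library (11496 counts) with 1 count in control, a log2 ratio of 6.86 (5.81 to 7.24). Cpne8, Brinp3, Ighv1-23 and Ly6c1 were the next largest rises. Brinp3 had 0 counts in control, and with that count set to 3 it was 78.9-fold higher. Its log2 ratio with the pseudocount was 6.21 (5.11 to 6.21). Vpreb2 fell from 393.7 to 0.883 CPM, and Myl10, Napsa and Lsp1 were also among the largest falls. In the Mll3-labelled library Iglc1, Fcmr, Ms4a1, H2-Eb1 and Igkc rose there, from 3.41 to 2.90. Ifitm1, Gdpd3, Rps27rt, Wdr89 and Cd69 fell, from -2.14 to -1.16. The cluster led by Igkc and Ms4a1 gave 145 of the 514 B-cell progenitor-like cells of that library, and 19 of 490 in control. Igkc, Iglc1 and Ms4a1 were among the leading genes of that cluster. Their rises thus follow the mix of clusters and do not show a change within B-cell progenitor-like cells. In the Mll4-labelled library, with 147 such cells, Pcdh11x, Gm10076, Khdrbs3, Ppic and Hist2h2aa1 rose, from 3.24 to 2.65, and Ifitm1, Gm26740, Gdpd3, Lgals1 and Vpreb2 fell, from -3.23 to -2.28.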

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

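The tests of hashtag, cell filters, free RNA, a mislabelled library, and depth, CD117 and sex for the neutrophil-like cells were chosen only after the results were seen. The tests of a single clone, of unrearranged variable genes and of a mixture of sexes were chosen before. The Mll4- and Mll3/4-labelled libraries are taken at their labels, although Kmt2d did not fall over all cells in either.

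The Mll4 deletion went with opposite changes in the B-cell progenitor-like share with and without the Mll3 deletion. The log2 ratio was 3.49 between the Mll3/4- and Mll3-labelled libraries and -1.32 between the Mll4-labelled library and control. With 1 library on each side, the difference was not tested. Several technical accounts of the high share are argued against. It was 98.74% in cells of 1 hashtag and 98.74% in those of the other, so neither population supplies it alone. Without the filter on genes, UMIs and mitochondrial UMIs it was 98.5%, so that filter did not create it. Barcodes removed as doublets stayed out there, so this value says nothing about doublet removal. Free RNA of B cells would leave the transcripts of other classes in the cells, but the erythroid list had a log2 ratio of -4.83 in UMIs per cell, against -0.94 for all UMIs.

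What stays open is whether these cells are 1 clone and whether the library carries its label. The most frequent variable gene, Ighv1-23, led in 40.7% of the cells with at least 3 variable gene UMIs, but 3′ reads rarely cover a rearranged variable gene, so 1 clone and many cannot be told apart. Within B-cell progenitor-like cells Kmt2d had a log2 ratio of -0.71. The Mll3-labelled library had -0.61 in the same class, so a library without the Mll4 deletion and 1 with it cannot be told apart by this value. An effect of the paired deletion on cell fate may account for the share, but animals, library and label are each confounded with it in 1 library.

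The myeloid share likewise went opposite ways. Its log2 ratio was -5.83 between the Mll3/4- and Mll3-labelled libraries and 0.83 between the Mll4-labelled library and control, and the difference was not tested. The fall mirrors the B-cell progenitor-like share of 98.7%, as shares sum to a whole. The rise in the Mll4-labelled library lay in neutrophil-like cells (50.2% against 24.9%) and in monocyte/macrophage progenitor-like cells (10.4% against 5.11%). For neutrophil-like cells, thinning every cell to the same depth left the log2 ratio at 1.06, which argues against lower depth. Among cells above the CD117 threshold the ratio was 3.04 (13.6% against 1.66%), and 3.95 with counts scaled per cell. Among cells below it the ratio was 0.47 (79.6% against 57.4%), and 0.25 with counts scaled per cell (79.4% against 67.0%). The threshold was set in control, and the background of some antibodies was higher in the Mll4-labelled library, with a median of 8 B220 counts on HSC/MPP-like cells against 4. A looser selection and a change in the cells therefore cannot be told apart on either side of the threshold. Xist was at 0.519 CPM in this library, so the sex of the animals is confounded with the deletion and the 2 cannot be told apart.

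Y-linked transcripts, which no comparison used, were at 127.6 CPM in the Mll4-labelled library (4181 counts over 4 genes), 0.0195 CPM in control, 0 in the Mll3-labelled library and 0.0129 CPM in the Mll3/4-labelled library. Xist was at 989.9 CPM in control, 954.8 CPM in the Mll3-labelled library and 1839 CPM in the Mll3/4-labelled library. The higher of the 2 Xist values by hashtag in the Mll4-labelled library was 0.671 CPM, which argues against a mixture of sexes. The library is thus from male cells and the others from female cells by these transcripts, so each difference between the Mll4-labelled library and control carries sex with it.

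Heavy chain variable gene transcripts, also outside the comparisons, were at 409.1 CPM in the B-cell progenitor-like cells of the Mll3/4-labelled library (31044 UMIs) and 8.02 CPM in those of control. Of the 4652 cells with at least 3 such UMIs, 99.2% carried several variable genes, with a median of 4 genes per cell. Cells with 1 rearranged chain would carry 1, so transcription of unrearranged variable genes may be the source. Sequence shared between variable genes was not tested and could also spread reads over several genes.

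Hashtags, whose meaning the labels do not give, differed within a library. Neutrophil-like cells made up 25.0% of the cells with hashtag 2 and 11.7% of those with hashtag 1 in the Mll3-labelled library. In control these shares were 24.2% and 25.5%. The lower neutrophil-like share of the Mll3-labelled library, and with it the fall in its myeloid share, thus lay in cells of hashtag 1. In the Mll4-labelled library neutrophil-like cells made up 55.5% and 43.3%, and HSC/MPP-like cells 4.16% and 9.10%. Control also differed between hashtag 2 and hashtag 1 in some classes. B-cell progenitor-like cells made up 8.14% and 5.90% there, HSC/MPP-like cells 18.5% and 21.6%, and erythroid progenitor-like cells 25.2% and 21.4%. The intervals of its other classes compared by hashtag overlapped. The changes of the Mll3-labelled library from control in those shares were of a like size. No biological explanation was tested. Differences of this size inside 1 library exceed the counting intervals of the report.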

How the results depend on the processing

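The removal of hashtag double positives, the comparisons within B-cell progenitor-like cells, the naming rule tried first and the count without the cluster led by Igkc and Ms4a1 were chosen after seeing the data. No paired analysis was possible because each group has 1 library. Values are log2 ratios to control unless said otherwise, in the Mll3-, Mll4- or Mll3/4-labelled library. Where no reason is given, the cause was not tested. The Mll3/4-labelled library kept a higher B-cell progenitor-like share and lower HSC/MPP-like and myeloid shares under every alternative run on shares, from 2.76 to 11.20, from -8.82 to -5.98 and from -7.74 to -5.75.

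Clustering moved the shares. At Leiden resolution 0.5 the HSC/MPP-like share was -1.01 (Mll4). At resolution 2 it was -1.17 (Mll4), the myeloid share 0.75 (Mll4), and the HSC identity list within HSC/MPP-like cells reversed to 0.018 (Mll4). With 4000 variable genes the HSC/MPP-like share was -2.31 (Mll4). Clustered without list genes, it was -0.79 and the myeloid share 0.89 (Mll4). With another seed the HSC/MPP-like share was 0.0078 (Mll3, reversed) and -0.64 (Mll4), the myeloid share 0.88 (Mll4) and the HSC identity list within HSC/MPP-like cells -0.062 (Mll4). With each gene centred within its library the HSC/MPP-like share was -7.72 (Mll4) and -8.82 (Mll3/4, where 0 cells were set to 3), and the difference from the sum -0.94, which rests on that bound. The myeloid share was -7.74 (Mll3/4) and its difference from the sum -8.29. Under the naming rule tried first the B-cell progenitor-like share was 0.42 (Mll4, reversed), 11.20 (Mll3/4) and 10.49 for the difference from the sum. Control had 1 such cell there, set to 3, so 0.42 gives no direction. With the cluster led by Igkc and Ms4a1 counted as unnamed the B-cell progenitor-like share was -0.066 (Mll3, reversed) and its difference from the sum 5.27, because 145 of the 168 cells of that cluster came from the Mll3-labelled library.

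Cell filters moved them too. For shares, lists and targeted genes, the setting with all deposited barcodes still left out those removed as doublets. With all deposited barcodes the HSC/MPP-like share was -0.40 (Mll3) and -0.90 (Mll4), the B-cell progenitor-like share -0.72 (Mll4) with a difference from the sum of 4.45, the myeloid share -0.47 (Mll3) and 0.91 (Mll4), the myeloid identity list 0.84 (Mll4), the B-cell priming list -0.44 (Mll4) and 5.03 (Mll3/4) with a difference from the sum of 5.72, Kmt2c -0.75 (Mll3), and the Sca-1, CD150, CD48 gate -0.45 (Mll4) and 0.15 (Mll3/4, reversed). With at least 1500 genes and at most 5% mitochondrial UMIs the HSC/MPP-like share was -0.33 (Mll3) and -0.69 (Mll4), and the B-cell progenitor-like share 0.11 (Mll3), -2.31 (Mll4) and 4.34 (Mll3/4), with a difference from the sum of 6.54. Without doublet removal the HSC/MPP-like share was -1.13 (Mll4), the myeloid identity list 0.83 (Mll4) with a difference from the sum of -4.19, and the B-cell priming list 5.10 (Mll3/4). The MHC class II list reversed to -0.13 (Mll3) and -1.14 (Mll3/4), and the HSC identity list to 0.042 within HSC/MPP-like cells (Mll4) and -0.12 within B-cell progenitor-like cells (Mll3/4). The B-cell priming list within HSC/MPP-like cells was 0.56 (Mll3) and -0.78 (Mll4). With the automatic Scrublet threshold the myeloid share was 0.93 (Mll4).

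Depth changed the naming of clusters. It may also limit the lists within classes of the Mll4-labelled library, for which no value after thinning is given here. With each cell thinned to 2000 UMIs, which left out 96, 173, 247 and 84 cells, the HSC/MPP-like share was -1.43 (Mll4), the myeloid share 0.93 (Mll4) and the B-cell progenitor-like share -0.0005 (Mll3, reversed), -2.12 (Mll4) and 2.76 (Mll3/4). In the last, a cluster of 3873 cells had more markers of another class among its leading genes and was left unnamed.

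Scaling moved the lists. With trimmed mean scaling the myeloid identity list was -0.25 (Mll3) and 0.76 (Mll4), the B-cell priming list 0.042 (Mll3) and 5.03 (Mll3/4), Kmt2c 0.20 (Mll4), and within HSC/MPP-like cells the HSC identity list -0.49 and the myeloid identity list -0.18 (Mll4). Without the 50 most abundant genes the HSC identity list was -1.15 (Mll3/4) with a difference from the sum of -1.28, and the myeloid identity list 0.91 (Mll4) and -3.67 (Mll3/4) with a difference of -4.24. With at least 100 counts the HSC identity list was -1.34 and the B-cell priming list 5.16 (Mll3/4), the immediate early list reversed to -0.065 (Mll3/4), and within HSC/MPP-like cells the HSC identity list reversed to -0.015 and the B-cell priming list to -0.027 (Mll3). With a pseudocount of 5 CPM the HSC identity list was -0.11 (Mll4) and -0.36 (Mll3/4), the myeloid identity list 0.82 and -2.71, and the B-cell priming list -0.44 and 4.72, with differences from the sum of -0.32, -3.00 and 5.33. A larger pseudocount shrinks ratios by construction. With the mean over cells of each cell's share the HSC identity list was -0.51 (Mll4) and -1.22 (Mll3/4), the myeloid identity list -0.23 (Mll3), 0.63 (Mll4) and -4.16 (Mll3/4), and the B-cell priming list 0.069, -1.09 and 3.27, with differences from the sum of -4.73 (myeloid) and 4.81 (B-cell). The megakaryocyte identity list reversed to -0.0022 and the interferon response list to -0.068 (Mll4), and the MHC class II list to -0.37 and the immediate early list to -0.39 (Mll3/4).

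Within classes Kmt2c was -0.75 (Mll3) and -0.29 (Mll4, reversed) in HSC/MPP-like cells, -0.59 (Mll3) and -0.40 (Mll3/4) in B-cell progenitor-like cells, -0.72 (Mll3) and 0.60 (Mll4) in granulocyte progenitor-like cells, -0.35 and 0.11 in neutrophil-like cells, -0.72 and 0.16 in monocyte/macrophage progenitor-like cells, -0.92 and 0.090 in erythroid progenitor-like cells, -0.96 and 0.050 in megakaryocyte-like cells, and -0.64 and 0.70 in basophil/mast-like cells. Kmt2d was -0.022 (Mll3) and -0.30 (Mll4) in HSC/MPP-like cells, -0.61 (Mll3) and -0.71 (Mll3/4) in B-cell progenitor-like cells, -0.13 and -0.41 (Mll3, Mll4) in granulocyte progenitor-like cells, -0.28 (Mll4) in neutrophil-like cells, -0.39 (Mll4) in monocyte/macrophage progenitor-like cells, -0.18 (Mll3) in erythroid progenitor-like cells, -0.40 and -0.62 (Mll3, Mll4) in megakaryocyte-like cells, and -0.28 (Mll4) in basophil/mast-like cells. The surface gate per 1000 antibody counts was 0.78 (Mll3) and 2.21 (Mll3/4, reversed), and -1.52 (pooled threshold) and -2.13 (median plus 3 deviations) for Mll3/4. Of the other results, 565 moved, 8 reversed and 1055 kept to their counting interval.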

Other observations

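The tests of the mix of classes, of escape from deletion, of CD48 staining and of free RNA were chosen only after the results were seen; the test of the cluster led by Igkc and Ms4a1 was chosen before.

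Kmt2d did not fall over all cells of the Mll4-labelled library. A candidate explanation is that its different mix of classes hides a fall within them. With classes weighted as in control, the log2 ratio was -0.27 (-0.40 to -0.13) against -0.04 without weighting. The Mll3-labelled library, which should keep Kmt2d, had -0.21 (-0.28 to -0.14) under the same weights, so the weighted fall does not set the Mll4 label apart.

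The 85 named cells of the Mll3/4-labelled library outside the B-cell progenitor-like class might have escaped the deletion of Kmt2c. Their Kmt2c log2 ratio to control, weighted by class, was -0.50 (-0.87 to -0.16), against -0.40 in the B-cell progenitor-like cells. The test argues against escape of all of these cells. Kmt2c did not fall in some of their classes, at 64.3 CPM against 65.1 CPM in megakaryocyte-like cells (11 counts), 88.3 CPM against 89.8 CPM in T/NK/innate lymphoid-like cells (15 counts) and 149.9 CPM against 90.3 CPM in basophil/mast-like cells (7 counts), so escape of part of them stays open.

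A cluster led by Igkc and Ms4a1 took 145 of its 168 cells from the Mll3-labelled library. These could be mature B cells that passed the selection without CD117. Their median CD117 count was 47, against 58 in the other B-cell progenitor-like cells and in neutrophil-like cells of that library, and 340.5 in HSC/MPP-like cells. Since other classes were as low, passage without CD117 and a true difference in that library cannot be told apart.

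CD48 antibody counts were low on the B-cell progenitor-like cells of the Mll3/4-labelled library. Weak staining could lower them, but Cd48 transcripts also fell there, with a log2 ratio of -3.66 (12 CPM against 152.0 CPM), which argues against staining as the whole cause. The Sca-1 and CD150 positive, CD48 negative cells of that library, of which 211 of 216 were B-cell progenitor-like, are thus not a measure of its HSC/MPP-like cells.

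The myeloid identity list was lower within the B-cell progenitor-like cells of the Mll3/4-labelled library than within those of control. Free RNA in the control droplets could raise the control level. It would bring transcripts of every class. In control B-cell progenitor-like cells the median member of the erythroid list reached 2.45% of its CPM over all cells (2.36 to 6.17%) and the median member of the myeloid list 22.5% (18.9 to 25.9%), which argues against free RNA as the whole cause. Summed over members, which weights a few abundant genes, the shares were closer, at 10.7% and 16.3%. The megakaryocyte identity list reached 26.1% when summed (24.0 to 28.4%), above the myeloid list, while its median member reached 1.07% (0 to 1.87%). The medians thus argue against free RNA as the whole cause and the sums do not. The median was chosen after the sums of the erythroid and myeloid lists had been seen. How far free RNA contributes stays open, since its makeup was not measured.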
